# BET Inhibitors Synergize with Carfilzomib to Induce Cell Death in Cancer Cells via Impairing Nrf1 Transcriptional Activity and Exacerbating the Unfolded Protein Response

**DOI:** 10.3390/biom10040501

**Published:** 2020-03-26

**Authors:** Janakiram R. Vangala, Ajay Potluri, Senthil K. Radhakrishnan

**Keywords:** BET inhibitors, Nrf1, proteasome genes, transcription, proteasome inhibitor, cancer, unfolded protein response

## Abstract

Currently, proteasome inhibitors bortezomib, carfilzomib, and ixazomib are successfully used in clinics to treat multiple myeloma. However, these agents show limited efficacy against solid tumors. Identification of drugs that can potentiate the action of proteasome inhibitors could help expand the use of this therapeutic modality to solid tumors. Here, we found that bromodomain extra-terminal (BET) family protein inhibitors such as JQ1, I-BET762, and I-BET151 synergize with carfilzomib in multiple solid tumor cell lines. Mechanistically, BET inhibitors attenuated the ability of the transcription factor Nrf1 to induce proteasome genes in response to proteasome inhibition, thus, impeding the bounce-back response of proteasome activity, a critical pathway by which cells cope with proteotoxic stress. Moreover, we found that treatment with BET inhibitors or depletion of Nrf1 exacerbated the unfolded protein response (UPR), signaling that was initiated by proteasome inhibition. Taken together, our work provides a mechanistic explanation behind the synergy between proteasome and BET inhibitors in cancer cell lines and could prompt future preclinical and clinical studies aimed at further investigating this combination.

## 1. Introduction

The ubiquitin-proteasome system (UPS) is a major quality control pathway in eukaryotic cells and is responsible for selective and timely removal of proteins that are destined for destruction [1]. Selectivity of the UPS is achieved via tagging the substrates with ubiquitin chains which enables its recognition and processive degradation by the 26S proteasome, a multi-catalytic protease complex [2]. The 26S proteasome is composed of the 20S core particle and the 19S regulatory particle. The actual degradation of protein substrates occurs in the 20S core and is facilitated by its chymotrypsin-like, trypsin-like, and caspase-like activities conferred, respectively, by β5, β2, and β1 protein subunits of the proteasome. The 19S regulatory particle caps at one or both ends of the 20S proteasome and enables the recognition and transfer of ubiquitinated target proteins to the 20S catalytic core for degradation [3].

Rapidly proliferating cells such as cancer cells have an increased reliance on proteasome activity [4]. Hence, proteasome inhibitors have been found to be effective anticancer therapeutic agents in some settings [5]. To date, three proteasome inhibitors, bortezomib, carfilzomib, and ixazomib, have been approved by the FDA for clinical use against multiple myeloma (MM) and mantle cell lymphoma (MCL). These proteasome inhibitors mainly target the β5 chymotrypsin-like activity of the proteasome. However, the events downstream of β5 inhibition that lead to cancer cell death are not completely understood.

In the case of MM cells which rely heavily on the anti-apoptotic transcription factor NF-κB for their survival, proteasome inhibitors induce accumulation of IκB, an inhibitor of NF-κB. This inactivates the NF-κB pathway and has been proposed to be one of the reasons for MM’s susceptibility to proteasome inhibitors [6]. In addition, given that MM cells are professional secretory cells that specialize in producing high amounts of immunoglobulins, they are reliant on a stress signaling pathway called the unfolded protein response (UPR) and ER-associated degradation (ERAD) to handle misfolded immunoglobulin chains. Although UPR can be cytoprotective, hyperactivation of this pathway, as can be seen in MM cells treated with proteasome inhibitors, can lead to cell death, thus, offering another explanation for proteasome inhibitor action in MM [6]. In the case of MCL, proteasome inhibitors have been proposed to work via induction of oxidative stress and also through upregulation of NOXA, a pro-apoptotic Bcl-2 family member [7].

In addition to triggering apoptosis, proteasome inhibitors also invoke certain cytoprotective pathways such as the heath-shock response [8], autophagy [9,10,11], and transcription factor Nrf1-mediated proteasome ”bounce-back” response [12]. We and others have characterized the proteasome bounce-back response, wherein inhibition of the proteasome results in the activation of Nrf1 which directs transcriptional upregulation of proteasome genes, thus, mitigating the cellular proteotoxic stress [13,14,15,16]. Overall, the interplay between the cytotoxic and cytoprotective effects elicited by the proteasome inhibitors determines the cell fate. 

Despite the reasonable success of proteasome inhibitors in treating MM and MCL patients, it is not clear why these agents are largely ineffective against solid tumors. Initially, this phenomenon was blamed on poor tumor penetration of the drug, based on studies from bortezomib [17]. However, ixazomib, which exhibits better tumor penetration, has not fared well in clinical trials with solid tumors [18]. A more recent view is that proteasome inhibitors need to be used in combination with other drugs to increase their efficacy in solid tumors [19]. Consistent with this idea, a number of ongoing clinical trials in solid tumors that evaluate proteasome inhibitors also include a second drug in combination. Several preclinical studies also support this notion. For instance, a recent report demonstrated that inactivation of the β2 site of the proteasome substantially increased the efficacy of bortezomib and carfilzomib in triple-negative breast cancer cell lines, as well as xenograft tumor models in mice [20]. Other studies have also shown that the combination of the chemotherapeutic agent doxorubicin with either carfilzomib or ixazomib enhanced cell killing in breast cancer cells [21,22]. Similarly, in head and neck, as well as pancreatic cancer cells, HDAC inhibitors potentiated bortezomib-induced cell death [23,24].

In this study, to expand the utility of proteasome inhibitors in treating solid tumors, we undertook a search for drugs that could synergize with carfilzomib and found that BET inhibitors fulfil this criterion in multiple solid tumor cell lines. We further explored the mechanism behind this phenomenon and found that BET inhibitors attenuated the Nrf1-mediated proteasome bounce-back response and also exacerbated proteasome inhibitor-induced UPR, thus, explaining the synergy between these agents.

## 2. Materials and Methods 

### 2.1. Cell Lines and Culture Conditions

All wild-type cell lines used in this study, i.e., A549, HCT116, MDA-MB-231, DU145, MIAPaCa2, T98G, and NIH-3T3 were from the American Type Culture Collection (ATCC). The generation of Nrf1 knockout cell line (NIH-3T3-Nrf1^KO^) was described previously in [16].The MDA-MB-231 with Nrf1 depletion (shNrf1) and a corresponding control cell line with pRS-puro vector were also reported previously in [12]. Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (Atlanta Biologicals), penicillin and streptomycin (Invitrogen) was used for all cell lines which were maintained at 37 °C in a humidified incubator with 5% CO_2_ [25,26,27,28]. 

### 2.2. MTT Assays for Measuring Cell Viability

The tetrazolium-based MTT assay was carried out as described in [29,30,31] with minor modifications. Briefly, 2 × 10^4^ cells/well were seeded into 96-well plates. Cells were treated with different concentrations of CFZ (0.5, 2, 8, and 32 nM) or BET inhibitors (I-BET762 and I-BET151) (100, 400, 1600, and 6400 nM) for 72 h in triplicates. For the assay, 10 µL of MTT (5 mg/mL) was added to each well and incubated for 1 h, followed by two washes with PBS. To dissolve the formazan crystals, 100 µl of DMSO was added to each well and absorbance was measured at 560 nm using a GloMax Explorer (Promega, Madison, WI, USA) microplate reader. Values were normalized to DMSO treated control cells. 

### 2.3. Determination of CI

Cells were treated with 4 concentrations of CFZ each in combination with 4 combinations of BET inhibitors in four-fold increments, as indicated above. This yielded a total of 16 different combinations and 10 different ratios. Each drug was also treated alone at these concentrations. All the treatments were done in triplicates. Fa (fraction affected, inhibition of cell proliferation) was calculated for all individual and cotreatments and used to determine CI (combination index) using CompuSyn software (ComboSyn Inc., Paramus, NJ, USA) which employs the Chou–Talalay method [32].

### 2.4. Quantitative Reverse Transcription PCR

Total RNA was isolated using TRIzol reagent (Invitrogen, Waltham, MA, USA) and quantitative reverse transcription PCR was carried out, as described previously in [15,16]. Briefly, 1000 ng of total RNA was used for making cDNA using iScript cDNA synthesis kit (Bio-Rad, Hercules, CA, USA). Then, quantitative PCR was carried out with iTaq universal SYBR green supermix (Bio-Rad) using a C1000 Touch Thermal cycler (Bio-Rad). CFX manager 3.1 (Bio-Rad) was used for the analysis of data. 18S rRNA levels were used for normalization. Primers used for the assays are listed in Table S1.

### 2.5. Proteasome Activity Recovery Assay

Measurement of proteasome activity was performed, as described previously in [15]. Briefly, about 90% of chymotrypsin-like proteasome activity of cells was inhibited by treatment with 20 nM carfilzomib for 1 h, followed by three times washing with PBS to remove residual CFZ. Then, cells were allowed to recover in fresh medium with or without BET inhibitors. At regular time points, the cells were frozen in TE buffer (20 mM Tris pH 8.0 and 5 mM EDTA). To measure chymotrypsin-like proteasome activity, the cell lysates obtained by freeze-thaw lysis were incubated with succinyl-Leu-Leu-Val-Tyr-amino-4-methylcoumarin (Suc-LLVY-AMC), and the resulting fluorescence was measured at 360/460 nm excitation/emission. The fluorescence values were then normalized by cell number which was quantitated using a Cell-Titer Glo kit (Promega, Madison, WI, USA) which measures the ATP levels in the cell.

### 2.6. Luciferase Assays

The 8xARE-Luc construct was generated by cloning 8 copies of the antioxidant response element [15] into the pGL3-promoter vector (Promega) that contains the firefly luciferase gene. Cells were transfected with the 8xARE-Luc construct along with a renilla luciferase construct (pRL-TK, Promega). Forty-eight hours after transfection, cells were subjected to overnight drug treatments and luciferase assays were performed using the Dual-Glo luciferase assay system (E2940, Promega). The firefly luciferase activity was, then, normalized to the renilla luciferase activity.

### 2.7. Immunoblot Analysis

Following treatments, cells were washed twice with PBS and lysed in 1× Laemmli sample buffer and subjected to immunoblot analysis as described previously [33]. Briefly, proteins were separated on SDS-PAGE, followed by transfer on to PVDF membrane. The membrane was washed twice with Tris-buffered saline with Tween before blocking with 5% non-fat dry milk (BioRad) for 1 h at room temperature, followed by overnight incubation with appropriate primary antibodies at 4 °C. The membrane was, then, washed three times and incubated with secondary antibody for 1 h at room temperature. Following a final set of three washes, the membrane was used for detection of the chemiluminescent signal using Supersignal West Dura substrate (Thermo Fisher Pierce, Waltham, MA, USA). The primary antibodies used were specific for Nrf1 (1:5000), BiP (1:2500), ATF6 (1:2500), ubiquitin (1:3000), PERK (1:3000), pEIF2α (1:2500), GADD34 (1:2500), CHOP (1:2000), XBP1s (1:2000), cleaved caspase-3 (1:3000) (all from Cell Signaling, Danvers, MA, USA), β-Actin (1:10,000, Sigma-Aldrich (Burlington, MA, USA). The secondary antibodies used were rabbit IgG HRP, and mouse IgG HRP (1:10,000; both from Bio-Rad).

### 2.8. RNA Sequencing and Analysis

Cells treated with CFZ or DMSO (vehicle control) were used for RNA extraction with a RNeasy mini kit (Qiagen, Germantown, MD, USA). A KAPA stranded mRNA-seq kit (Illumina, San Diego, CA, USA) was used for library preparation and run on 2 × 125 bp v4 high output lanes on Illumina HiSeq 2500 instrument. The library preparation and sequencing steps were carried out at the DNA sequencing core of the Brigham Young University. Then, differential expression of the genes was determined with the Illumina Base Space RNA Express app (Illumina, San Diego, CA, USA) that integrates STAR aligner [34] and DESeq2 [35,36] software packages.

### 2.9. Statistical Analysis

Data are presented as mean ± SD of at least three experiments, performed as a minimum in triplicate. Two-way Anova analysis was used to calculate *p* values for pairwise comparisons and *p* < 0.05 was considered to be significant. 

## 3. Results

### 3.1. Identification of BET Inhibitors as Synergizers of Proteasome Inhibitor-Induced Cancer Cell Death

We used a recently described online platform, SynergySeq [37], to search for drugs that can synergistically interact with proteasome inhibitors. SynergySeq integrates glioblastoma gene expression data from The Cancer Genome Atlas (TCGA) [38] together with multi-cell line drug response data from the Library of Integrated Network-Based Cellular Signatures (LINCS) [39]. Given an input drug, this resource enables the identification of other drugs that can synergistically reverse the cancer gene expression to a more “normal state” in glioblastoma [37]. Using carfilzomib (CFZ), ixazomib-citrate (IXA), and bortezomib (BTZ) as input drugs in SynergySeq, we observed that various BET inhibitors such as I-BET151, JQ1, I-BET762, and PFI1 emerged as potential synergistic interactors with proteasome inhibitors (Figure 1A). 

To experimentally verify this prediction, first, we treated a glioblastoma cell line T98G with different concentrations of CFZ in combination with each of the BET inhibitors JQ1, I-BET762, and I-BET151. Then, we analyzed the resultant cell viability data using the established Chou-Talalay method, wherein a combination index (CI) value less than 1.0 is regarded synergistic [32]. Given that the fraction affected (Fa) is a measure of cell viability, we considered Fa values greater than 0.75 to be optimal. Using these criteria, we found several optimal CFZ + BET inhibitor combinations that were highly synergistic in the T98G cell line (Figure 1B; first panel). In order to test if this effect is true for cell lines derived from other tumor types, we employed A549 (lung), HCT116 (colon), MDA-MB-231 (breast), DU145 (prostate), and MIAPaCa2 (pancreatic) cell lines in a similar experiment. Indeed, we could find several optimal CFZ + BET inhibitor synergistic combinations in all of these cell lines (Figure 1B; panels 2–6), implying that this could be a general phenomenon independent of cancer type.

### 3.2. BET Inhibitors Attenuate CFZ-Mediated Nrf1-Dependent Proteasome Bounce-Back Response

To explore possible mechanisms behind the synergy of proteasome and BET inhibitors, first, we sought to examine the Nrf1 pathway. We and others have previously established Nrf1 as a master transcription factor of the proteasome genes [12,14,40]. In response to proteasome inhibition, Nrf1 is activated resulting in de novo synthesis of proteasome genes leading to a bounce-back response or recovery of proteasome activity [12]. Here, using three different cancer cell lines, we investigated the changes in proteasome gene transcription in response to CFZ and BET inhibitors JQ1, and I-BET762. We found that in all these cell lines, CFZ treatment alone resulted in a robust induction of representative proteasome genes as compared with the control (Figure 2A). Interestingly, this induction was completely abolished when either JQ1 or I-BET762 was added along with CFZ, suggesting that these BET inhibitors could be antagonizing Nrf1-mediated transcription of its target genes. Of note, treatment with BET inhibitors alone did not elicit any appreciable changes in basal expression of proteasome genes (Figure 2A). Taken together, our data indicate that BET inhibitors block Nrf1-mediated induced expression of proteasome genes.

Next, as controls under our treatment conditions, we examined the mRNA levels of FOXM1, TERT, BCL2, and AURKB which are some of the target genes of BET proteins [41,42]. Interestingly, in contrast to proteasome genes, we observed a modest decrease in BET target genes in response to CFZ alone (Figure 2B). These genes also exhibited a decrease after treatment with BET inhibitor alone, and depending on the cell type, registered a further decline with CFZ + BET inhibitor (Figure 2B). However, this was quite a contrast to the consistent increase in proteasome genes in response to CFZ and the subsequent attenuation of this increase in response to CFZ + BET inhibitor which we observed earlier across all three cell lines examined (Figure 2A), implying that impaired induction of proteasome genes could be a major characteristic of CFZ + BET inhibitor combination.

Next, to understand the impact of BET inhibitors in this context on a functional level, we turned to proteasome recovery assays that measure the ability of the cells to bounce back from proteasome inhibition [12,15,43]. It is important to note that CFZ binds irreversibly to the proteasome β5 active site, whereas BTZ and IXA binding are reversible. We have previously demonstrated that in cells pulse treated with an irreversible proteasome inhibitor, the bounce-back response of proteasome activity almost exclusively relies on the Nrf1 pathway [12]. Taking advantage of these facts, here, we treated three different cancer cells with CFZ for an hour such that the residual proteasome activity was ~10% as compared with the vehicle control. Then, we washed away the excess CFZ and followed the proteasome activity for 24 h, either in the absence or presence of BET inhibitors JQ1 and I-BET762 (Figure 2C). Whereas the cells pulse treated with CFZ regained their proteasome activity steadily in the subsequent 24 h washout period, the extent of recovery was significantly impaired in the cells pulse treated with CFZ followed by JQ1 or I-BET762 exposure (Figure 2D). Overall, our results establish BET inhibitors as potent antagonists of the Nrf1 pathway.

Given that Nrf1 is an endoplasmic reticulum (ER)-bound transcription factor, its activation in response to proteasome inhibition involves a series of steps including ATPase p97/VCP-dependent retrotranslocation into the cytosol [13], followed by the protease DDI2-mediated proteolytic processing [44,45], and the mobilization of the active form to the nucleus where it can bind to proteasome gene promoters to activate their transcription. It is possible that the BET inhibitors could interfere with one or more of these steps to thwart Nrf1 activity. Alternatively, it could be that Brd2/Brd3/Brd4 (BET inhibitor targets) act as necessary cofactor(s) of Nrf1 akin to the TIP60 complex that we recently demonstrated [15]. However, when we utilized a luciferase construct driven by a synthetic promoter harboring eight repeats of the antioxidant response element (ARE, the DNA sequence that Nrf1 binds to), we observed no reduction in the CFZ-induced luciferase activity from cells that were coincubated with JQ1 or I-BET762 (Figure 2E). This suggests that although CFZ-induced Nrf1 remains transcriptionally competent in the presence of BET inhibitors in general, it is unable to transactivate proteasome genes via their natural promoters in this context, the mechanism of which is currently unclear.

Next, we wondered if inactivation of Nrf1 plays a significant role in the synergistic cell death that we observed earlier in the CFZ + BET inhibitor treatments. To this end, we used MDA-MB-231 cells with shRNA-mediated Nrf1 knockdown (shNrf1) and found that treatments with CFZ + JQ1 or CFZ + I-BET762 were not synergistic (Figure 2F), thus, ascribing a critical role for Nrf1 inactivation in this context. 

### 3.3. BET Inhibitors Exacerbate CFZ-Mediated Unfolded Protein Response (UPR)

Inhibition of the proteasome results in the accumulation of misfolded and short-lived proteins which leads to ER stress [46]. A major consequence of the ER stress is the activation of the UPR pathway [47] which is generally categorized into three branches each of which is mediated by a different ER protein, i.e., PERK, IRE1, or ATF6. Although UPR signaling initially acts in a cytoprotective fashion, in the face of sustained ER stress, it can lead to cell death [47]. 

Here, using different cancer cell lines, we sought to characterize the magnitude of the UPR in response to CFZ and CFZ+BET inhibitors by quantifying the changes in mRNA levels of representative genes in the PERK branch (ATF3, CHOP, and GADD34), IRE1 branch (IFRD1, ERN1, and ERO1LB), and the ATF6 branch (HERPUD1 and BiP). As expected, in these cancer cell lines, we observed an appreciable increase in all of these UPR genes in response to CFZ alone (Figure 3A). Strikingly, when these cells were cotreated with BET inhibitors JQ1 or I-BET762 in addition to CFZ, the increase in the UPR genes was significantly enhanced. Most noteworthy was the level of enhancement in CHOP mRNA in A549 (~20-fold in CFZ vs. ~120-fold in CFZ + BET inhibitor) and HCT116 (~20-fold in CFZ vs. ~90-fold in CFZ + BET inhibitor) cell lines (Figure 3A). In line with these observations, GADD34, a downstream target gene of CHOP, also exhibited a similar trend (Figure 3A).

Overall, the level of enhancement of UPR transcript levels in CFZ + BET inhibitor-treated samples as compared with CFZ-treated samples was maximal in A549, followed by HCT116 and MDA-MB-231, and this matched up with the differing levels of CFZ + BET inhibitor synergism that we observed in these cell lines (Figure 1B). Interestingly, treatment with either BET inhibitor alone did not show significant changes in the UPR genes (with one exception in MDA-MB-231 where ATF3 mRNA increased approximately four-fold in response to JQ1/I-BET763). Together, our results indicate that BET inhibitors have the ability to aggravate the UPR initiated by proteasome inhibition. This notion was further reinforced when we examined CHOP and BiP at the protein level. We saw that the levels of these proteins were significantly enhanced in the cells treated with CFZ + BET inhibitors as compared with CFZ alone (Figure 3B). As a control, we examined the accumulation of ubiquitinated proteins, which increased in response to CFZ and CFZ + BET inhibitors, as expected (Figure 3B). We also monitored the levels of the Nrf1 protein under these conditions and saw that both p120 (inactive precursor) and p110 (proteolytically processed and active) forms accumulated in response to CFZ and this pattern did not change in the CFZ + BET inhibitor treated cells (Figure 3B), implying that BET inhibitors do not interfere with Nrf1 protein levels.

Next, we compared the level of apoptosis in response to treatments with CFZ alone and CFZ + BET inhibitors, and found that in combination treatments, cleaved caspase-3 levels were markedly increased (Figure 3C), consistent with the synergistic cell death that we observed earlier (Figure 1B) under similar conditions.

### 3.4. Depletion of Nrf1 Exacerbates CFZ-Mediated UPR

Thus far, our results indicate that BET inhibitors attenuate the ability of Nrf1 to induce proteasome genes and, at the same time, also exacerbate the UPR caused by proteasome inhibition. We wondered if these two seemingly disparate results could somehow be related. To address this question, we used a previously characterized NIH-3T3 cell line where Nrf1 has been knocked out (KO) using CRISPR/Cas9 [15,16]. 

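NIH-3T3 is an established line of mouse embryonic fibroblasts. RNA from 18 cultures of the WT and Nrf1 KO lines was sequenced, with 3 biological replicates in each of 6 groups. In each line the groups were DMSO, 200 nM CFZ for 6 h and 200 nM CFZ for 24 h. Neither the paper nor the sample labels give a time for DMSO. The authors made stranded mRNA libraries and processed the reads with RNA Express, which aligns them with STAR and compares groups with DESeq2. They deposited the number of reads counted on each of 23420 gene symbols in each library, without normalization. The paper's text does not name the genome build, the annotation, the fold-change cut-off or whether reads were counted by strand. Total counts per library ranged from 8333148 to 23917081, with a median of 14419832. In the WT cells they ranged from 14347975 to 18941460 in DMSO (median 16198457), from 13834196 to 14380452 at 6 h (median 13905960) and from 10069996 to 17176980 at 24 h (median 16636985). In the Nrf1 KO cells they ranged from 14231065 to 23917081 in DMSO (median 14459212), from 8333148 to 13679758 at 6 h (median 12918547) and from 14847906 to 18923605 at 24 h (median 16652239). The counts were scaled by edgeR's TMM method and compared with edgeR's quasi-likelihood test in one model of the 6 groups, over the 11762 genes that passed its expression filter. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 are called changed, with no minimum fold change. The response of the Nrf1 KO cells was set against that of the WT cells by the interaction of genotype and CFZ. Each genotype was a single line, so the p-values measure the spread between cultures of these lines. Differences between the lines need not all come from the loss of Nrf1. CFZ changed 8452 genes in the WT cells at 6 h and 9851 at 24 h, and 8171 and 10055 in the Nrf1 KO cells. Of these, 1133, 2939, 889 and 3137, in the same order, changed at least 2-fold. The response differed between the lines for 4502 genes at 6 h and 7030 at 24 h. Among upper-quartile scaling, library size alone, the replicate number as a block and DESeq2, library size alone moved the split between higher and lower genes most. Under it 35.4% of the genes changed in the WT cells at 6 h were higher, in place of 49.6%. With a minimum fold of 2, 376 genes were higher and 208 lower in Nrf1 KO DMSO than in WT DMSO, in place of 3017 and 3419.
The gene the paper calls Nrf1 is listed as Nfe2l1, on chromosome 11 of GRCm38 from 96817414 to 96829968. The symbol Nrf1 in the table belongs to nuclear respiratory factor 1, a different gene. In the WT cells Nfe2l1 stood at 447.6 ± 9.87 CPM (TMM-scaled) in DMSO (SD, n = 3), 641.9 ± 12.4 at 6 h and 564.6 ± 13.4 at 24 h. In the Nrf1 KO cells it stood at 180.1 ± 5.27 in DMSO, 418.8 ± 7.19 at 6 h and 204.4 ± 4.45 at 24 h. In DMSO its log2 fold change between Nrf1 KO and WT was -1.31 (standard error 0.034, adjusted p = 1.6e-24 from edgeR's quasi-likelihood test). Every Nrf1 KO library lay below every WT library of the same treatment. Each of the 18 libraries correlated best with a library of its own group (log2 CPM, at least 0.994 within groups and at most 0.9746 between groups). The replicate numbers did not pair the libraries measurably, since the deviations of same-numbered libraries from their group means had a mean correlation of 0.0136 over 45 pairs. With the replicate number as a block, the response differed between the lines for 4650 genes at 6 h and 7140 at 24 h.

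**Figure D1:**
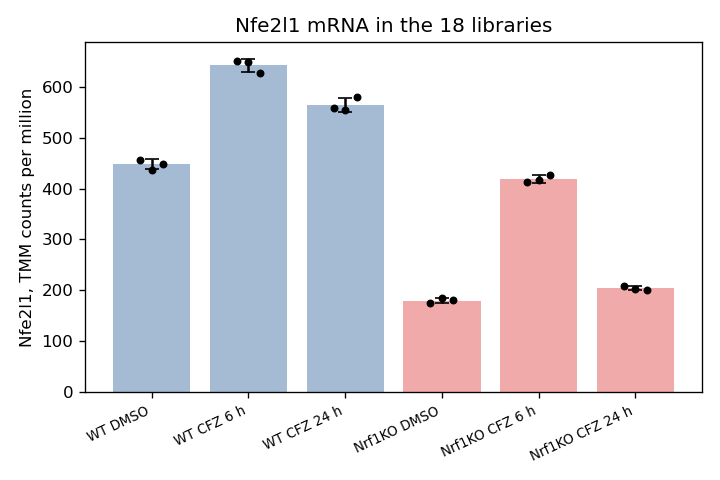
Nfe2l1 mRNA in TMM-scaled CPM (vertical axis) in the 6 groups. Bars are means, error bars the SD of 3 replicates and points single libraries. The Nrf1 KO bars stand at 180.1, 418.8 and 204.4, below the WT bars of the same treatment.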

We treated both control wild-type (WT) and Nrf1^KO^ cell lines for either 6 or 24 h with CFZ and analyzed the changes in gene expression using RNA-sequencing. Consistent with an established role for Nrf1 in inducing proteasome genes [12,14], we saw a robust increase in these genes in the WT, but not in the Nrf1^KO^ cells in response to CFZ (Figure 4A). 

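All 33 proteasome genes of Fig. 4A were higher in the WT cells after CFZ, with a median log2 fold change of 1.17 at 6 h and 1.49 at 24 h. The smallest increases were those of Psmd9 at 6 h (0.51) and Psmd5 at 24 h (0.67), and the largest those of Psmd11 at 6 h (1.81) and Psmb3 at 24 h (2.07). In the Nrf1 KO cells at 6 h, 13 of the 33 genes were higher, 6 were lower and 14 were not changed past the threshold, with a median of 0.02. At 24 h, 23 were higher, 4 were lower and 6 were not changed, with a median of 0.31. The range at 24 h ran from -0.85 for Psmd5 to 1.32 for Psmd11. The median at 6 h was -0.05 with upper-quartile scaling and -0.09 with library size alone. At 24 h it was 0.20 and 0.13, in the same order. The response was smaller in the Nrf1 KO cells for all 33 genes at both times, with a median interaction of -1.14 at 6 h (adjusted p = 9.06e-12) and -1.14 at 24 h (adjusted p = 4.68e-12). The p-values are from limma's fry test, with Benjamini-Hochberg adjustment over the 6 tests of lists and times. It tests the genes of a list together for a shift in one direction, and not the median itself. The paper does not say how the genes of the heat maps were chosen. If they were chosen on these data, the p-values of those lists are not an independent test. Same-numbered libraries did not deviate together (mean correlation 0.0136), and with the replicate number as a block the medians were -1.14 (adjusted p = 8.34e-11) and -1.14 (adjusted p = 5.94e-11), with 33 genes called at both times. Psmd9 had the smallest interaction at 6 h (-0.23, adjusted p = 0.039 from edgeR's quasi-likelihood test). It was not past the threshold with DESeq2 (adjusted p = 0.108; from 0.0101 to 0.118 over its 19 alternatives), and 25.5% of its exonic bases overlap a gene on the opposite strand. In DMSO, 28 of the 33 genes were already lower in the Nrf1 KO cells and 3 were higher, with a median log2 difference of -0.29. Adjustment over the 33 genes alone gave the same counts of genes higher with CFZ, of smaller responses and of lower levels in DMSO.
Psma7 lies on chromosome 2 of GRCm38 from 180036374 to 180042433. It rose from 110.1 ± 3.42 CPM in WT DMSO (SD, n = 3) to 298.9 ± 6.85 at 6 h and 313.3 ± 4.35 at 24 h. In the Nrf1 KO cells it stood at 80.33 ± 3.6 in DMSO, 79.51 ± 2.92 at 6 h and 103.3 ± 6.81 at 24 h. The interaction was -1.46 at 6 h (standard error 0.061, adjusted p = 1.6e-18) and -1.15 at 24 h (standard error 0.059, adjusted p = 5.9e-17). Psmb7, on chromosome 2 from 38588036 to 38644087, overlaps Nek6 on the opposite strand over 11.8% of its exonic bases. Its log2 fold change was 0.91 and 1.26 in the WT cells, and 0.05 (adjusted p = 0.29) and 0.34 in the Nrf1 KO cells. Psmc4, on chromosome 7 from 28041707 to 28050101, changed by 1.67 and 2.04 in the WT cells and by 0.31 and 0.60 in the Nrf1 KO cells. Psmd12, on chromosome 11 from 107479484 to 107504362, changed by 1.51 and 1.55 in the WT cells and was not changed past the threshold in the Nrf1 KO cells (0.02, adjusted p = 0.63, and 0.05, adjusted p = 0.19). With library size alone Psmd12 was called lower in the Nrf1 KO cells at both times (-0.09, adjusted p = 0.0409, and -0.13, adjusted p = 0.00204). Over its 13 alternatives the adjusted p ran from 0.0409 to 0.965 at 6 h and from 0.00204 to 0.999 at 24 h. The interaction at 24 h was -0.92 for Psmb7 (adjusted p = 5.1e-15), -1.44 for Psmc4 (adjusted p = 2.2e-21) and -1.50 for Psmd12 (adjusted p = 5.7e-21). Adjusted p-values are from edgeR's quasi-likelihood test. The paper sets the difference between the lines beside an established role for Nrf1 in inducing proteasome genes.

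**Figure D2:**
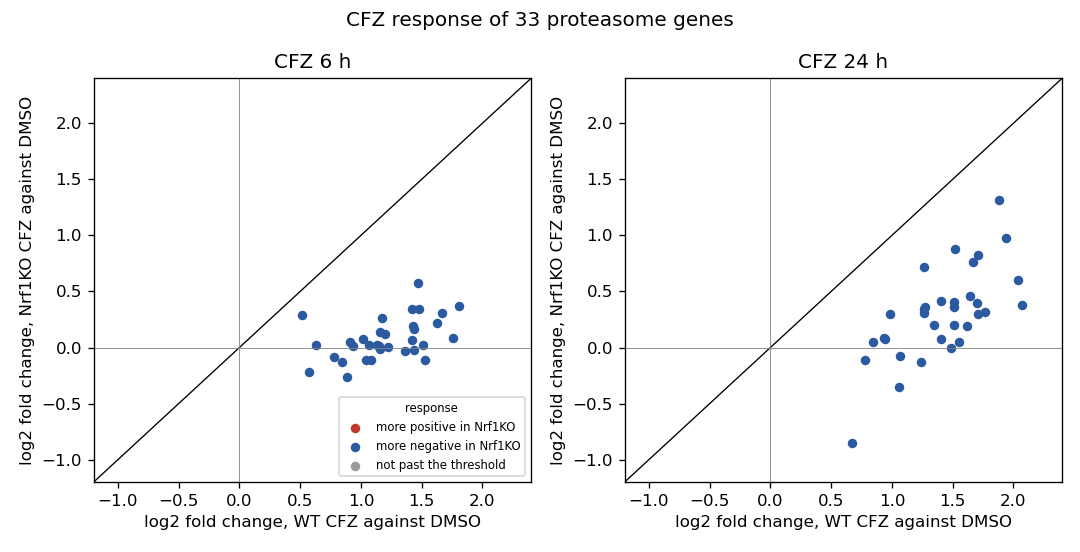
Log2 fold change with CFZ in Nrf1 KO cells (vertical axis) against WT cells (horizontal axis) for the 33 proteasome genes at 6 h and 24 h. Each point is a gene, its colour gives the edgeR call for the interaction, and the diagonal marks equal responses. All 33 points lie under the diagonal at both times.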

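Fig. 4A lists 39 UPR-related genes. In the WT cells all 39 were higher at 6 h of CFZ, with a median log2 fold change of 0.75 and a range from 0.37 for Dnajb11 to 4.22 for Atf3. The order of the rows in the heat map follows this log2 fold change (Spearman rho = -0.998 across genes, which are not independent replicates). At 24 h, 33 of the 39 genes were higher and 6 were lower, with a median of 0.84. The largest increase at 24 h was that of Hmox1 (4.43). The genes that were lower were Egr1 (-1.33), Cth (-0.81), Tsc22d3 (-0.75), Cebpb (-0.71), Ddit4 (-0.70) and Mthfd2 (-0.67). All 6 had been higher at 6 h. Of the increases, 12 at 6 h and 17 at 24 h were at least 2-fold. With the replicate number as a block, 39 genes were higher at 6 h and 33 at 24 h.
Among the genes of Fig. 4B, Hspa5 (BiP) rose from 738.6 ± 21.6 CPM in DMSO (SD, n = 3) to 2204 ± 40.8 at 6 h and 3242 ± 105 at 24 h. Ppp1r15a (GADD34) rose from 20.6 ± 0.894 to 89.59 ± 3.24 and 178.6 ± 2.54. Ddit3 (CHOP) rose from 48.93 ± 0.731 to 123.6 ± 3.85 and 134.9 ± 7.58. Ero1lb rose from 4.476 ± 0.152 to 7.559 ± 0.283 and 20.82 ± 0.254, and 9.94% of the 125-base stretches of its transcript are shared with Gm18562, so its count is less certain. Herpud1, which the heat map leaves out, rose from 173.9 ± 1.86 to 238 ± 3.37 at 6 h and stood at 96.53 ± 0.868 at 24 h, a log2 fold change of -0.85 (standard error 0.034, adjusted p = 9.9e-21 from edgeR's quasi-likelihood test).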

We also observed a general increase in UPR-related genes in the WT cells in response to CFZ. 

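Both the size of the response to CFZ and the level reached under CFZ were compared between the lines for the 39 UPR-related genes. The response was more positive in the Nrf1 KO cells for 17 genes at 6 h and 22 at 24 h. It was more negative for 7 and 8, and not different past the threshold for 15 and 9. The level under CFZ was higher in the Nrf1 KO cells for 21 genes at 6 h and 27 at 24 h, and lower for 9 and 12. Both the response and the level were higher for 13 genes at 6 h and 22 at 24 h. All 13 had risen in the WT cells, as had 17 of the 22. The other 5, which were Ddit4, Egr1, Mthfd2, Tsc22d3 and Cth, had fallen in the WT cells at 24 h. Egr1 and Mthfd2 also fell in the Nrf1 KO cells, so that for these genes the more positive response was a smaller fall. Both were lower for 4 genes at 6 h, which were Hmox1, Dnajc3, Srp68 and Osbp, and for 8 at 24 h. The median interaction was 0.08 at 6 h and 0.40 at 24 h. It lay at percentile 98.35 and 100 of random lists matched on expression. In limma's fry test of the genes together, as above, the list had adjusted p = 1.19e-08 at 6 h and adjusted p = 2.83e-12 at 24 h. With the replicate number as a block the median was 0.08 (adjusted p = 3.42e-07) and 0.40 (adjusted p = 1.25e-10), with 17 and 23 genes more positive. Adjustment over the 39 genes alone gave 17 and 23. Over the mouse genes of the 8 UPR genes measured by quantitative RT-PCR in Section 3.3, the median was 0.39 at 6 h (adjusted p = 2.24e-09) and 0.82 at 24 h (adjusted p = 1.44e-12), and the response was more positive for 5 and 6 of them. With the block it was 0.38 (adjusted p = 2.92e-08) and 0.82 (adjusted p = 5.94e-11).
Atf3 had the largest interaction of the list, 1.88 at 6 h and 3.07 at 24 h, from a level in DMSO that was lower in the Nrf1 KO cells (log2 difference -1.37). The smallest at 6 h was that of Hmox1 (-0.42). Ddit3, on chromosome 10 of GRCm38 from 127290774 to 127296288, reached 178.9 ± 3.41 CPM in Nrf1 KO cells at 6 h (SD, n = 3) and 320.8 ± 16 at 24 h, from 32.89 ± 0.899 in DMSO. Its interaction was 1.10 at 6 h (standard error 0.067, adjusted p = 1.2e-14) and 1.81 at 24 h (standard error 0.065, adjusted p = 9.8e-21). Part of its exons (4.73%) overlaps genes on the opposite strand. Ppp1r15a, on chromosome 7 from 45522916 to 45526268, reached 139 ± 7.27 and 361.5 ± 7.11, with an interaction of 0.68 (adjusted p = 2.1e-08) and 1.07 (adjusted p = 1.2e-13). Hspa5, on chromosome 2 from 34771970 to 34777547, did not differ in its response at 6 h (0.01, adjusted p = 0.89) and rose more in the Nrf1 KO cells at 24 h (0.83, adjusted p = 2.2e-15). The sign of its interaction at 6 h was negative without the expression filter (-0.01). Herpud1, on chromosome 8 from 94386438 to 94395377, had an interaction of 0.33 (adjusted p = 5e-07) and 0.81 (adjusted p = 1.4e-15), and at 24 h its level in Nrf1 KO cells was not different from DMSO past the threshold (-0.04, adjusted p = 0.21; from 2e-07 to 0.422 over its 13 alternatives). Ero1lb, on chromosome 13 from 12565874 to 12611396, did not differ in its response at either time (-0.05, adjusted p = 0.84, and 0.13, adjusted p = 0.44). Adjusted p-values are from edgeR's quasi-likelihood test.

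**Figure D3:**
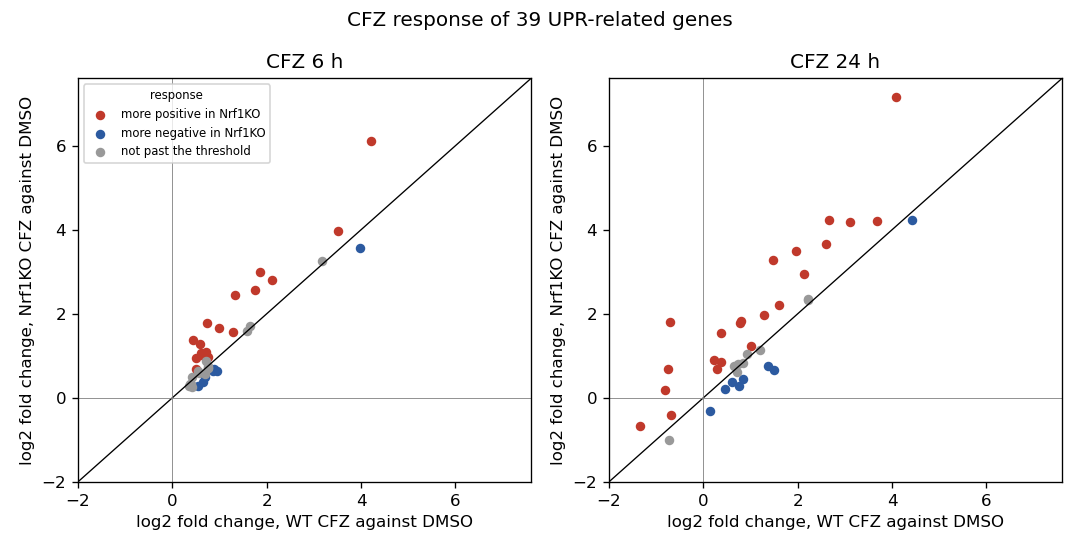
Log2 fold change with CFZ in Nrf1 KO cells (vertical axis) against WT cells (horizontal axis) for the 39 UPR-related genes at 6 h and 24 h. Each point is a gene, its colour gives the edgeR call for the interaction, and the diagonal marks equal responses. At 24 h the response of 22 genes is called more positive and that of 8 more negative in Nrf1 KO cells.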

Strikingly, under these conditions in the Nrf1^KO^ cells treated with CFZ, we saw that a number of those UPR-related genes were hyperinduced (Figure 4A).

Next, we sought to verify these results in MDA-MB-231 cells with shRNA-mediated Nrf1 knockdown (shNrf1). In response to CFZ, we saw that the proteasome genes were induced in an Nrf1-dependent fashion, and UPR-related genes were hyperinduced in shNrf1 cells as compared with the vector control cells (Figure 4B). Consistent with these results, we observed that in response to CFZ, the CHOP protein levels in shNrf1 cells were significantly elevated as compared with the vector control cells (Figure 4C). Together, our results point to a model in which loss of Nrf1 aggravates the UPR caused by the inhibition of the proteasome. 

Taking this one step further, we examined some of the UPR-related genes in MDA-MB-231: shNrf1 cells treated with the CFZ + BET inhibitor combination. We found that in response to the CFZ + I-BET762 treatment, whereas GADD34 and BiP were similarly induced in both the vector control and shNrf1 cells, CHOP and HERPUD1 were induced more in the shNrf1 cells (Figure 4D). These results suggest that some, but not all, of the CFZ-responsive UPR-related genes are hyperinduced by BET inhibitors via Nrf1 inactivation.

## 4. Discussion

Proteasome inhibitors have emerged as effective therapeutics in multiple myeloma and mantle cell lymphoma [5]. However, their efficacy in other cancer types, especially solid tumors, remains very limited. Here, we found that BET inhibitors such as JQ1, I-BET762, and I-BET151 have the ability to potentiate the cytotoxicity of proteasome inhibitor drug carfilzomib in multiple solid tumor cell lines. 

BET inhibitors, as the name implies, target and inhibit the BET family of proteins that consists of germ cell-specific BRDT and ubiquitously expressed Brd2, Brd3, and Brd4 [48]. Using their bromodomains, these BET proteins recognize and bind acetylated lysine residues on histones, recruit factors associated with transcription such as P-TEFb, and act as positive regulators of gene transcription in most scenarios. For instance, Brd4, a well-studied member of the BET family, is known to activate genes involved in cell growth and cell cycle progression which are some of the prominent features associated with cancer cells [48]. Thus, there is intense interest in developing BET inhibitors as anticancer therapeutics. Our current study supports the use of BET inhibitors in conjunction with proteasome inhibitors.

Our results show that one of the advantages of this combination is the inactivation of the cytoprotective Nrf1 pathway that otherwise acts to induce proteasome gene expression in response to proteasome inhibition. Intriguingly, whereas the activity of BET proteins seems to be necessary to support Nrf1-mediated proteasome gene transcription after proteasome inhibition, it appears to be dispensable for Nrf1-dependent transcription from a synthetic promoter, suggesting a context-dependent requirement for BET proteins. The precise molecular events that underlie this effect remain to be elucidated.

Apart from the inactivation of the Nrf1 pathway, another potential explanation for the synergy between proteasome and BET inhibitors is the exacerbation of UPR signaling that was evident in the carfilzomib + BET inhibitor treatments as compared with carfilzomib alone. Of all the UPR-related genes that we tested, the level of CHOP was the most noteworthy and was significantly hyperinduced in the carfilzomib + BET inhibitor treatments as compared with carfilzomib alone. Given that CHOP is a well-established pro-apoptotic protein [49], it could very well be a key driver of the synergistic cell death that we observed in this context.

Proteasome inhibitors are well known for inducing UPR [6]. Our results show that although BET inhibitors by themselves do not cause UPR, they seem to aggravate the response initiated by proteasome inhibition. Intriguingly, our study also shows that the UPR is hyperactivated in Nrf1-deficient cells. Taken together, our data suggest that the ability of BET inhibitors to attenuate Nrf1-mediated proteasome bounce-back response could in part explain their ability to exacerbate the UPR triggered by proteasome inhibition. Overall, our study offers a mechanistic explanation for the synergy between proteasome and BET inhibitors and provides a rationale for exploring this combination further via in vivo xenograft studies and possibly in future clinical trials. 

## Figures and Tables

**Figure 1:**
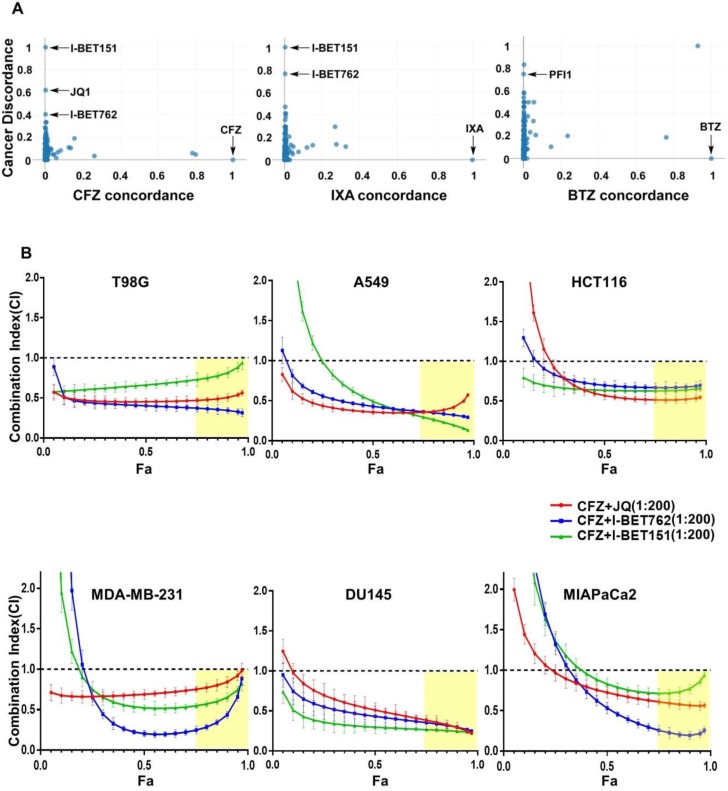
Synergistic interaction between proteasome and BET inhibitors in various cancer cells. (**A**) SynergySeq online platform was used to identify potential drugs that can synergize with proteasome inhibitors in cancer. “cancer discordance”, a measure of the ability of a drug to reverse cancer gene expression signature to a normal state, is shown on the y-axis. The level of similarity of a drug to the reference proteasome inhibitor drugs carfilzomib (CFZ), ixazomib-citrate (IXA), and bortezomib (BTZ) is shown as “concordance” values on the x-axis; (**B**) T98G, A549, HCT116, MDA-MB-231, DU145, and MIAPaCa2 cells were treated with different doses of CFZ (0.5, 2, 8, and 32 nM), along with one of the BET inhibitors (I-BET762, I-BET151, and JQ1) in different doses (0.1, 0.4, 1.6, and 6.4 μM) as indicated for 72 h. In these combination treatments, the ratio of CFZ to BET inhibitors was maintained at 1:200. The combination index (CI) and fraction affected (Fa) values were determined using CompuSyn software from cell viability data and are shown in these plots. The results are shown as mean ± SD, n = 3. CI < 1.0 indicates synergism, CI = 1.0 indicates additive effect, and CI > 1.0 indicates antagonism. The regions highlighted in yellow are synergistic (CI < 1.0) at optimal Fa > 0.75.

**Figure 2:**
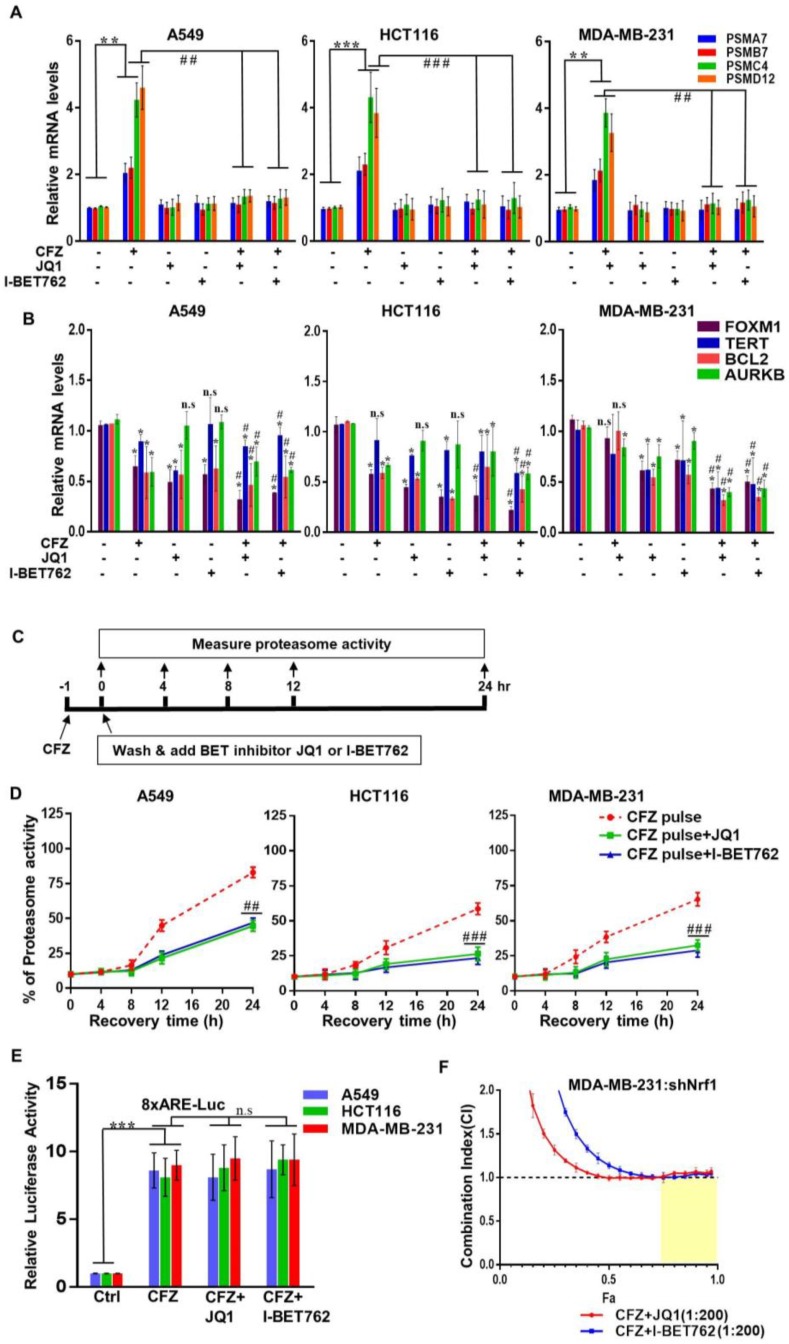
BET inhibitors impair Nrf1-mediated induction of proteasome genes and recovery of proteasome activity in response to CFZ. The A549, HCT116, and MDA-MB-231 cells were treated with CFZ (200 nM) alone and in combination with I-BET762 (10 µM) and JQ1 (1 µM) for 8 h. The DMSO treatment was used as vehicle control. Following treatments, RNA was extracted from cells and analyzed for representative proteasome subunit (**A**), BET target (**B**) mRNA levels with gene specific primers using quantitative RT-PCR. The 18s rRNA tanscript levels were used for normalization. Error bars denote SD (*n* = 3); (**C**) A schematic representation of the proteasome recovery assays is shown; (**D**) A549, HCT116, and MDA-MB-231 cells were treated with 20 nM CFZ for 1 h (pulse treatment). The drugs were, then, washed out and the cells were allowed to recover in the absence or presence of I-BET762(10 µM) and JQ1 (1 µM) for 0, 4, 8, 12, and 24 h. Proteasome activity was measured at indicated time points and normalized to DMSO treated control cells. Error bars denote SD (*n* = 3); (**E**) A549, HCT116, and MDA-MB-231 cells were transiently transfected with a firefly luciferase construct driven by eight repeats of the antioxidant response element (8xARE-Luc) along with a renilla luciferase construct. Forty-eight hours after transfection, cells were treated overnight with CFZ (200 nM) alone or in combination with JQ1 (1 µM) or I-BET762 (10 µM) as indicated. Dual luciferase assays were, then, performed to measure the firefly and renilla luciferase activity values. Normalized luciferase activity is shown. Error bars denote SD (*n* = 3); (**F**) MDA-MB-231-shNrf1 cells were treated with different doses of CFZ (0.5, 2, 8, and 32 nM), along with one of the BET inhibitors (I-BET762, JQ1) in different doses (0.1, 0.4, 1.6, and 6.4 μM) for 72 h. The combination index (CI) and fraction affected (Fa) values were determined using CompuSyn software from cell viability data, and are shown in the graph. The results are shown as mean ± SD, n = 3. CI < 1.0 indicates synergism, CI = 1.0 indicates additive effect, and CI > 1.0 indicates antagonism. *, *p* < 0.05, **, *p* < 0.005, ***, and *p* < 0.0005 as compared with controls; #, *p* < 0.05, ##, *p* < 0.005, and ###, *p* < 0.0005 as compared with the CFZ-treated group.

**Figure 3:**
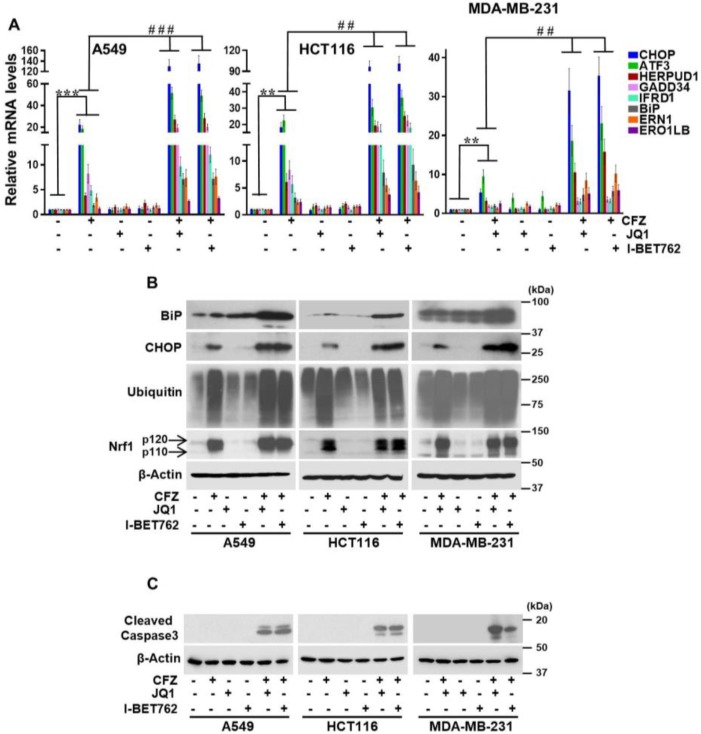
Combination of proteasome and BET inhibitors results in exacerbation of the UPR. (**A**) BET inhibitors (JQ1 1 µM and I-BET762 10 µM) and proteasome inhibitor (CFZ 200 nM) were added either alone or in combination to A549, HCT 116, and MDA-MB-231 cells for 8 h, as indicated. DMSO was used as the vehicle control. RNA was isolated from these cells and subjected to quantitative RT-PCR to measure transcript levels of select stress response genes, as shown. The mRNA levels of 18s rRNA were used for normalization. Error bars denote SD (*n* = 3); (**B**) Cells treated as above were used for Western blot analysis employing specific antibodies as indicated and β-Actin was used as the loading control. The experiments were performed three independent times and a representative blot is shown; (**C**) A549, HCT116, and MDA-MB-231 cells were treated with BET inhibitors (JQ1 1 µM and I-BET762 10 µM) and proteasome inhibitor (CFZ 200 nM), similar as above, for 14 h and lysates were used to analyze cleaved caspase-3 using specific antibody. β-Actin served as the loading control. A representative blot of three independent experiments is shown. *, *p* < 0.05, **, *p* < 0.005, ***, and *p* < 0.0005 as compared with controls; #, *p* < 0.05, ##, *p* < 0.005, ###, and *p* < 0.0005 as compared with the CFZ-treated group.

**Figure 4:**
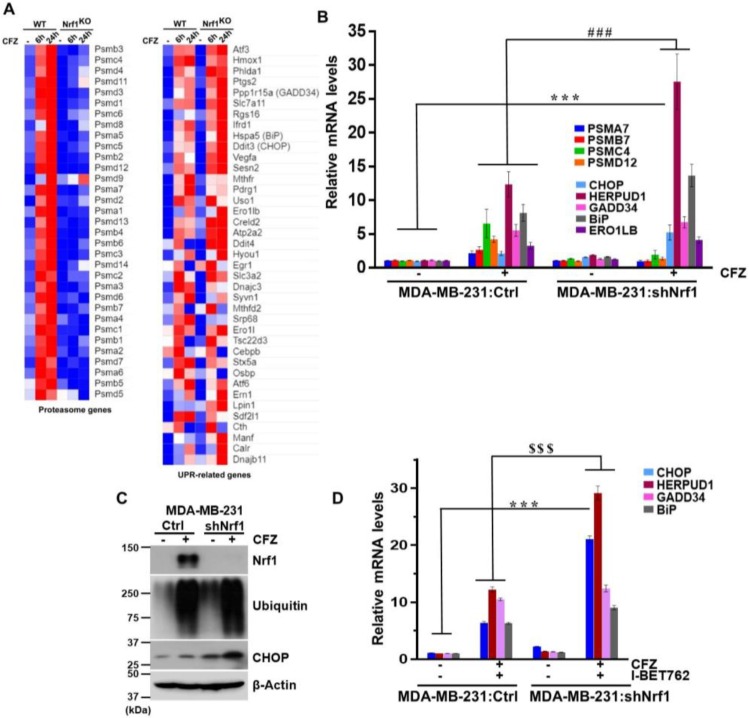
Depletion of Nrf1 leads to exacerbation of UPR under proteotoxic stress conditions. (**A**) Wild-type (WT) and Nrf1 knock-out (KO) NIH-3T3 cells were treated or not with 200 nM CFZ for 6 or 24 h and the samples from 3 biological replicates were analyzed by RNA-seq. Heat maps for changes in proteasome and UPR-related genes are shown and were generated using the Morpheus software (https://software.broadinstitute.org/morpheus/). A relative color scheme is employed where the minimum and maximum values in each row were used to convert values to color. The relative levels are indicated by varying color intensities of blue (low) and red (high); (**B**) MDA-MB-231 cells expressing a vector (Ctrl) or shNrf1 were treated with CFZ (200 nM) for 8 h and RNA was extracted and analyzed for indicated proteasome and UPR-related mRNA levels using quantitative RT-PCR with gene specific primers. The levels of 18s rRNA were used for normalization. Error bars denote SD (*n* = 3); (**C**) From cells treated as above, whole cell lysates were analyzed by immunoblotting for Nrf1, ubiquitin, and CHOP levels. β-Actin was used as loading control; (**D**) **The** MDA-MB-231:Ctrl and MDA-MB-231:shNrf1 cells were cotreated with CFZ (200 nM) and I-BET762 (10 µM) for 8 h and total RNA was isolated and analyzed for mRNA levels of UPR target genes using quantitative RT-PCR. The 18s rRNA levels were used for normalization. Error bars denote SD (*n* = 3). ***, *p* < 0.0005 as compared with the controls; ###, *p* < 0.0005 as compared with the CFZ-treated group. $$$, *p* < 0.0005 as compared with the CFZ + I-BET762 treated group.

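Because each row is coloured from its own minimum to its own maximum, equal colours stand for unequal changes. Over the means of the 6 groups, the highest was between 2.20 (Psma2) and 6.18 (Psmb3) times the lowest among the 33 proteasome genes, with a median of 3.35. Among the 39 UPR-related genes it was between 1.37 (Sdf2l1) and 144 (Atf3) times the lowest, with a median of 2.93. WT cells at 24 h of CFZ were the highest group in 28 proteasome rows and WT cells at 6 h in 5. In the UPR-related rows the highest group was Nrf1 KO at 24 h in 21, WT at 24 h in 8, Nrf1 KO at 6 h in 6 and WT at 6 h in 4.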

## Data Availability

The RNA-sequencing data discussed in this publication have been deposited in the NCBI’s Gene Expression Omnibus (GEO) and are available through accession number GSE144817.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2218-273X/10/4/501/s1, Table S1: Primers used in quantitative reverse transcription PCR.

# Supplementary material for: BET Inhibitors Synergize with Carfilzomib to Induce Cell Death in Cancer Cells via Impairing Nrf1 Transcriptional Activity and Exacerbating the Unfolded Protein Response
**Source:** Biomolecules. 2020 Mar 26;10(4):501. doi: 10.3390/biom10040501
**Supplement:** Supplementary file 1

### Supporting Information

**Table S1: Primers used in quantitative reverse transcription PCR**

| Human Gene | Forward Primer (5'-3') | Reverse Primer (5'-3') |
|------------|------------------------|------------------------|
| GADD34     | ACCCTTTCTTCCTCCTGTCC   | CCACTGTCTTCAGCCTCCTC   |
| CHOP       | CTTTCTCCTTCGGGACACTG   | TGTGACCTCTGCTGGTTCTG   |
| HERPUD1    | CTGGGAAGCTGTTGTTGGAT   | TCAGGATACTGTCCCCGATT   |
| BiP        | TCCTATGTCGCCTTCACTCC   | ACGGCAAGAACTTGATGTCC   |
| ATF3       | GTGCCGAAACAAGAAGAAGG   | TGGAGTCCTCCCATTTCTGAG  |
| ERO1LB     | TCCGGTTGGAATAAAAGCTG   | CACAAAAGTGATCCCGTGAA   |
| IFRD1      | GAAGACAAGGCAAGCAGCTC   | GGCCCAGCTGAATACAAAGA   |
| ERN1       | CACAGTGACGCTTCCTGAAA   | AGCGTATACAGGCTGCCATC   |
| PSMA7      | CTGTGCTTTGGATGACAACG   | CGATGTAGCGGGTGATGTACT  |
| PSMB7      | TGCAAAGAGGGGATACAAGC   | GCAACAACCATCCCTTCAGT   |
| PSMC4      | GGAAGACCATGTTGGCAAAG   | AAGATGATGGCAGGTGCATT   |
| PSMD12     | GTGCGCGACTGACTAAAACA   | TAGGCAGAGCCTCATTGCT    |
| 18S rRNA   | ATGGCCGTTCTTAGTTGGTG   | CGCTGAGCCAGTCAGTGTAG   |
| FOXMI      | TTCACAGCATCATCACAGCA   | CCTAGCTGCAGGTTTTGGTC   |
| TERT       | GAAGAACGTGCTGGCCTTC    | GAGCCACCAGCACAAAGAG    |
| BCL2       | GAGGATTGTGGCCTTCTTTG   | ACAGTTCCACAAAGGCATCC   |
| AURKB      | GTGTACTTGGCTCGGGAGAA   | CAGCTCTTCTGCAGCTCCTT   |

How the deposited data were processed for this re-analysis (not part of the article)

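RNA-sequencing was analysed for 18 libraries of NIH-3T3 mouse fibroblasts, 3 in each of 6 groups (WT and Nrf1 KO cells in DMSO, 200 nM CFZ for 6 h or 200 nM CFZ for 24 h). Conditions and replicate numbers came from the sample labels and were checked against the legend of Fig. 4A. The table's columns were matched to the samples by name.

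The authors made stranded mRNA libraries, sequenced them as paired 125-base reads and ran RNA Express (STAR and DESeq2). They deposited one table of raw counts, whole reads counted on each of 23420 gene symbols, of which 6577 had no count in any library. The genome build, annotation, software versions, cut-offs, comparisons and use of strand are not named in the paper's text. Reads shared between near-identical genes, and reads where genes overlap, could therefore be assigned in ways that are not known here. Coordinates and transcript sequences were taken from GENCODE release M21 on GRCm38 by gene symbol (23028 rows matched), and they need not be the authors' annotation.

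From the counts, edgeR 4.0.16 in R 4.3.3 was used for the main results, with its expression filter (minimum count 10, minimum total count 15), TMM scaling, one quasi-likelihood model of the 6 groups over all 18 libraries, and Benjamini-Hochberg adjustment over the 11762 genes tested. The threshold was an adjusted p-value of 0.05 without a minimum fold change. There were 9 comparisons, which were CFZ against DMSO in each line at each time, the interaction of line and CFZ at each time, and Nrf1 KO against WT in each treatment. The standard error of a log2 fold change is its size divided by the square root of the test's F. Gene lists were tested with fry from limma 3.58.1, with Benjamini-Hochberg adjustment over the 6 tests of 3 lists at 2 times. This adjustment was added after the unadjusted values had been seen. The lists were the 33 proteasome and 39 UPR-related genes of Fig. 4A and the mouse genes of the 8 UPR genes measured in Section 3.3. Levels are TMM-scaled CPM, as mean and SD.

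The genes named are Nfe2l1, the genes of Fig. 4B, the members of the Fig. 4A lists with the largest or smallest change or with a change against the paper's direction, the BET target genes of Fig. 2B and, outside those lists, the 3 genes with the largest positive and the 3 with the largest negative interaction at each time among changed genes with a mean count of at least 50. This rule, the model and comparisons of the main results and the alternatives were fixed before the data were examined. Other genes named in the closing section were chosen after their values were seen.

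The alternatives were DESeq2 1.42.0, upper-quartile scaling, scaling by library size alone, no expression filter (at least 1 count in all), a mean count of at least 10, a model of the compared groups only, the replicate number as a block, each library left out in turn, and for counts of genes a minimum fold of 2 and adjustment over the list alone. The pairing comes from the replicate numbers in the sample labels. The paper names no pairing.

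The common biological coefficient of variation was 3.13%, so small differences pass the threshold. Replicates were compared by a chi-square test over genes with at least 20 counts in a pair. The chi-square per degree of freedom ran from 1.438 to 8.469, so no pair of libraries differed by less than the sampling noise. The tests were checked on simulated counts in which 200 genes were changed in Nrf1 KO cells at 24 h of CFZ only. These genes were changed at least 2-fold and had a mean count of at least 50. All other genes had the same expected share of the counts in every group. In the interaction at 24 h edgeR and DESeq2 each recovered 100% of the 200, with 11 of the unchanged genes called by edgeR and 4 by DESeq2. In the interaction at 6 h, where no gene was changed, edgeR called 0 genes and DESeq2 2. The simulation therefore does not test smaller changes, or the scaling where most genes change, as they do in these data.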

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

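The tests of explanations below were chosen after the responses of the gene lists had been seen and before the results of the tests themselves. The check of the labels was chosen after its values had been seen.

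The response to CFZ differed between WT and Nrf1 KO cells for the 33 proteasome genes, with a median interaction of -1.14 at 6 h and -1.14 at 24 h. Among the genes of Fig. 4B it was -1.46 and -1.15 for Psma7, -0.86 and -0.92 for Psmb7, -1.36 and -1.44 for Psmc4, and -1.48 and -1.50 for Psmd12. Scaled by library size alone, the list's median was -1.12 at 6 h and -1.22 at 24 h. Without the 10 genes with the highest counts it was -1.13 and -1.15. After a fit on GC content and transcript length, the median residual was -1.09 and -1.05, at percentile 0 of 10000 random lists matched on expression at both times. With every library thinned to 8333148 counts, 32 and 33 genes were called. Over the 23 genes with no 125-base stretch shared with another gene the median at 24 h was -1.14. Lists matched on the WT response and on expression also had a lower response in the Nrf1 KO cells (median -0.436 at 6 h and -0.24 at 24 h), and the proteasome list lay at percentile 0 of them at both times. The difference was still present under each of these checks, of which the one on shared stretches was made at 24 h alone. None of the checks separates the loss of Nrf1 from other differences between the lines, or tests whether the listed genes were chosen on these data.

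Other splits of the libraries were also compared. Genotype was permuted within each treatment in the 32 ways that part all same-numbered pairs. A median as large was given by 8 of the 32 at 6 h and 8 of the 32 at 24 h. All 33 genes were called lower in 1 of the 32 at 6 h and in 2 of the 32 at 24 h. In each of these splits the CFZ libraries were still parted by line, so that the difference between the lines under CFZ remained in the contrast, and the count of splits does not test it. Where the CFZ libraries were mixed, the largest median was 0.766 at 6 h and 0.755 at 24 h, in size. At 6 h no other split gave as many genes, but the next gave 32.

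For the 39 UPR-related genes the median interaction was 0.0817 at 6 h and 0.396 at 24 h, and over the 8 UPR genes of Section 3.3 it was 0.387 and 0.816. Among single genes it was 1.10 and 1.81 for Ddit3, 0.327 and 0.806 for Herpud1, 0.682 and 1.07 for Ppp1r15a, and 0.826 at 24 h for Hspa5. Scaled by library size alone, the medians of the 39 genes were 0.101 and 0.318 and those of the 8 genes 0.406 and 0.739. Without the 10 genes with the highest counts they were 0.0901 and 0.393, and 0.395 and 0.813. After the fit on GC content and length, the percentiles among matched lists were 99.36 and 100 for the 39 genes and 99.99 and 100 for the 8. With thinned libraries 17 and 23 of the 39 genes, and 5 and 7 of the 8, were called more positive. Among lists matched on the WT response and on expression, the percentiles were 100 and 100 for the 39 genes and 99.95 and 99.98 for the 8. The matched lists themselves had medians of -0.193 and -0.124 for the 39 genes and of -0.335 and -0.251 for the 8. No generally larger response in the Nrf1 KO cells was therefore seen in them. However, the WT response is part of the interaction, and the proteasome genes were among those drawn from. Both can lower these medians, so these percentiles alone do not exclude a generally larger response. With matching on expression alone, the percentiles were 98.35 and 100 for the 39 genes and 100 and 100 for the 8.

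Regrouping the libraries in the same 32 ways gave a median as large in 9 splits at 6 h and 3 at 24 h for the 39 genes, and in 2 and 2 for the 8 genes. As many of the 39 genes were called more positive in 2 splits at 6 h and 5 at 24 h. The CFZ libraries were parted by line in all of these splits except for the median of the 39 genes at 6 h, where that held for 4 of the 9. Of the 18 splits that parted neither the CFZ nor the DMSO libraries by line, 1 gave as large a median there. Over all genes, as many interactions were called in 5 splits at 6 h and in 2 at 24 h, all of which parted the CFZ libraries by line. The real grouping did not give the most, since other splits called up to 7883 genes at 6 h and 8299 at 24 h.

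Each comparison of one group of 3 with another has 10 splits, of which 4 part all same-numbered pairs, so no share under 0.05 can be reached. In each of the 19 results of these comparisons the real grouping was the 1 split of the 4, and the 1 of all 10, that gave as large a result.

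Nfe2l1 itself responded differently, with an interaction of 0.697 at 6 h and -0.153 at 24 h. Scaled by library size alone the value at 6 h was 0.717. A mislabelled library is not behind it, since 0 of the 18 libraries were closest to another group or had Nfe2l1 on the wrong side. A candidate explanation is that CFZ slowed nonsense-mediated decay of the edited transcript. The 6 transcripts written down as targets of the decay were Gas5, Snhg1, Snhg3, Snhg5, Snhg8 and Snhg12. At 6 h they had a median at percentile 100 of matched lists in the Nrf1 KO cells. Of the 6, 4 were called higher there and Snhg3 was lower (-0.509). They also rose in the WT cells at 6 h (median 0.788, percentile 99.91). At 24 h, however, these transcripts had risen further in the Nrf1 KO cells (median 2.55 against 1.19 at 6 h) while Nfe2l1 had fallen back to 0.182. Decay alone therefore does not account for both times. At 6 h the median interaction of these transcripts was 0.515, at percentile 100 of matched lists, beside 0.697 for Nfe2l1. It was called more positive for 3 of the 6. For 6 h the explanation was left open, since the levels at 24 h do not test it.

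Outside the genes the paper discusses, the largest interactions at 6 h were negative for Calr3 (-4.15), Fam219a (-2.46) and BC028528 (-2.44) and positive for Prickle1 (2.85), 1810011O10Rik (2.07) and Stbd1 (1.62). At 24 h they were negative for Calr3 (-4.15), Hmmr (-3.74) and Cenpf (-3.63) and positive for Krt16 (3.36), Smoc2 (3.21) and Sparcl1 (3.07). Calr3 rose in the WT cells from 1.41 CPM in DMSO to 18.8 and 50.1, and stood at 2.19, 1.71 and 4.50 in the Nrf1 KO cells. Several of these values rest on few counts. Sparcl1 had 0 counts in each WT library at 24 h and Smoc2 at most 4, and 1810011O10Rik had 1 count in each WT library at 6 h, so the values of these 3 genes are not well determined. With DESeq2 the adjusted p was 0.106 for Sparcl1 (from 0.0337 to 0.111 over its alternatives) and 0.0549 for 1810011O10Rik (from 0.0068 to 0.199). Krt16 shares 20.5% of its 125-base stretches with Krt14 and a further gene, and 49.8% of the exonic bases of BC028528, 15.6% of those of Fam219a and 18.7% of those of 1810011O10Rik overlap genes on the opposite strand. No biological explanation was tested for these genes, apart from Hmmr and Cenpf under the other observations.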

How the results depend on the processing

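The counts of all changed genes, of proteasome and UPR-related genes higher, and of proteasome genes lower in the interaction and in DMSO kept within 1.5 times of their main value under DESeq2, upper-quartile scaling, no expression filter, a mean count of at least 10, a model of the compared groups only and the replicate block. With library size alone, 8 proteasome genes in place of 13 were higher in Nrf1 KO cells at 6 h, and 15 in place of 6 at 6 h and 11 in place of 4 at 24 h were lower. The median interactions of the lists kept their sign, and the lists stayed past the threshold in each fit that gives a fry test. DESeq2 gives none. The median of the proteasome genes in Nrf1 KO cells at 6 h changed sign, from 0.02 to -0.05 with upper-quartile scaling and -0.09 with library size alone. The cause of the changes below was not tested.

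With a minimum fold of 2, the changed genes numbered 1133 and 2939 in the WT cells at 6 h and 24 h. They numbered 889 and 3137 in the Nrf1 KO cells and 327 and 1012 for the interaction. Between the lines they numbered 584, 860 and 1440 in DMSO, at 6 h and at 24 h. Of these, 376, 507 and 789 were higher in Nrf1 KO cells and 208, 353 and 651 lower, in the same order. The main result had 3017, 3593 and 4189 higher and 3419, 3621 and 4278 lower. With CFZ at 2-fold, 468 and 1234 genes were higher in the WT cells and 665 and 1705 lower. In the Nrf1 KO cells 388 and 1347 were higher and 501 and 1790 lower. Of the proteasome genes, 0 and 1 were higher in Nrf1 KO cells at 6 h and 24 h, 18 had a lower interaction at 24 h, and 0 were lower in Nrf1 KO cells in DMSO (for both counts of 0, also 0 at an unadjusted p-value under 0.05). Both counts of 0 follow from the fold cut-off. The highest log2 fold change at 6 h was 0.573 (Psmc6) and the lowest difference in DMSO was -0.561 (Psmd3). Of the UPR-related genes, 12 and 17 were higher in WT cells, 17 and 20 in Nrf1 KO cells, 4 and 11 in the interaction, and 1, 1 and 8 between the lines in DMSO, at 6 h and at 24 h.

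Scaling by library size alone moved the median of all genes by -0.132 and -0.105 in WT cells at 6 h and 24 h and by -0.113 and -0.183 in Nrf1 KO cells. Upper-quartile scaling moved it by -0.109 and -0.137 in WT cells and by -0.109 in Nrf1 KO cells at 24 h. With library size alone, the changed genes split into 3087 higher and 5623 lower in WT cells at 6 h (4190 and 4262 in the main result), 3036 and 5298 in Nrf1 KO cells at 6 h (4057 and 4114), 4175 and 5857 in Nrf1 KO cells at 24 h (5226 and 4829), 3635 and 2663 between the lines in DMSO (3017 and 3419) and 4384 and 2829 at 6 h of CFZ (3593 and 3621). In WT cells at 24 h library size alone gave 4447 and 5359 (5083 and 4768). With upper-quartile scaling the split in WT cells was 3274 and 5373 at 6 h and 4245 and 5560 at 24 h. In Nrf1 KO cells it was 3376 and 4838 at 6 h and 4585 and 5442 at 24 h. Between the lines it was 4177 and 3031 at 6 h of CFZ, and 4568 and 3919 at 24 h (4189 and 4278). The interactions moved to 2828 and 4236 at 24 h with library size alone (3498 and 3532) and to 2753 and 1816 at 6 h with upper-quartile scaling (2332 and 2170).

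Small changes reversed. With upper-quartile scaling the log2 fold change in Nrf1 KO cells was -0.0219 for Psmb7 and -0.0514 for Psmd12 at 6 h, and -0.0558 for Psmd12 at 24 h. With library size alone these were -0.0601, -0.0896 and -0.13, of which the values of Psmd12 passed the threshold (adjusted p = 0.0409 and adjusted p = 0.00204 from edgeR's quasi-likelihood test), and that of Nfe2l1 in Nrf1 KO cells at 24 h was -0.000921. Without the filter, Psmd12 in Nrf1 KO cells at 6 h was -0.0268 and the interaction of Hspa5 at 6 h was -0.0114. Over the fits that each left out one library, values ran from -0.0475 to 0.0191 for Psma7 and from -0.00772 to 0.0523 for Psmd12 in Nrf1 KO cells at 6 h, from -0.00229 to 0.0655 for Psmd12 at 24 h, from -0.0312 to 0.0359 for Hspa5 and from -0.185 to 0.123 for Ero1lb in the interaction at 6 h, and from -0.473 to 0.0774 for Tert in WT cells at 24 h. Among single genes, other values changed sides of the threshold with the direction kept: 20 lost it and 2 gained it with a library left out, and 10 lost it and 7 gained it otherwise.

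With a library left out, the interaction was called for 4075 to 4381 genes at 6 h and 6654 to 6988 at 24 h, for 32 to 33 proteasome genes at 6 h, and for 16 to 17 and 22 to 23 UPR-related genes. The median of the 39 UPR-related genes ran from 0.0458 to 0.119 at 6 h and from 0.37 to 0.437 at 24 h.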

Differences from the paper's values

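The paper prints no values from the RNA-sequencing, and its 3 biological replicates per group match the 3 libraries analysed. The comparisons below are with what the text and Fig. 4A state or show.

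The paper states a robust rise of proteasome genes in the WT but not in the Nrf1 KO cells, which leaves room for small increases in the latter. In the Nrf1 KO cells 13 of the 33 genes were higher at 6 h and 23 at 24 h, with a median log2 fold change of 0.0243 and 0.309. With a minimum fold of 2, which was set before the data were examined, 0 were higher at 6 h and 1 at 24 h, which was Psmd11. The count at 6 h was also 0 at an unadjusted p-value under 0.05. It follows from the fold cut-off, since the highest log2 fold change was 0.573 (Psmc6). With scaling by library size alone 8 were higher and 15 lower at 6 h, and 19 higher and 11 lower at 24 h.

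The paper states a general increase of UPR-related genes in the WT cells. At 24 h 6 of the 39 genes were lower, and with DESeq2 the same number was lower.

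The colours of Fig. 4A were compared with the group means, scaled in each row from the lowest to the highest. Over all cells the correlation was 0.992 for the proteasome genes and 0.963 for the UPR-related genes. The reddest cell was the group with the highest mean in 32 of 33 and 38 of 39 rows. The exceptions were Psmd3, for which WT at 6 h and 24 h have nearly the same colour, and Ddit4, for which Nrf1 KO at 6 h and 24 h do. The rows with the lowest correlation were Atf3 (0.849) and Rgs16 (0.884).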

Other observations

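The tests in this part were chosen after the patterns had been seen. The list of genes of dividing cells was written after Hmmr, Cenpf, Foxm1 and Aurkb had been seen and before its own values.

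Genes of dividing cells fell further in Nrf1 KO than in WT cells at 24 h of CFZ. Over 16 mitosis and replication genes, which leave out the 4 genes above, the median log2 fold change was -1.13 in the WT and -2.47 in the Nrf1 KO cells at 24 h. The median interaction was -1.21, and 15 of the 16 genes were called lower. At 6 h the median was -0.052. The list lay at percentile 0 of 10000 random lists matched on expression, and at percentile 0 of lists matched on the WT response as well. The latter lists had a median of 0.159. The WT response is part of the interaction, so that percentile alone does not exclude a generally larger response. Scaled by library size alone the median was -1.28. This is consistent with fewer dividing Nrf1 KO cells at 24 h, as a hypothesis, since no cell was counted here, other splits of the libraries were not run for this list, and the pattern was found and tested on the same data.

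The mouse genes of the BET targets of Fig. 2B, which the paper measured in other cells, fell with CFZ alone in these fibroblasts. Foxm1 changed by -1.93 in the WT and -3.45 in the Nrf1 KO cells at 24 h, Aurkb by -1.93 and -3.46, and Bcl2 by -1.02 and -1.27. Tert was not changed past the threshold in the main result in either line at either time, but in WT cells at 6 h it passed under some alternatives (adjusted p from 0.0254 to 0.171 over 13, with edgeR or DESeq2).

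Of 15 other proteasome genes tested, which Fig. 4A leaves out (other subunits, activators, inhibitors and assembly factors), 5 had a more negative response in the Nrf1 KO cells at 6 h and 8 at 24 h. The counts depend on the processing. They were 4 and 6 with upper-quartile scaling, 4 and 6 with DESeq2, 5 and 10 with library size alone, 7 and 8 with the replicate block, and 8 and 8 with adjustment over the list. Psme4 (-0.941 at 24 h), Pomp (-1.08) and Adrm1 (-0.685) were among the 8, and were chosen after their values were seen. Adrm1 shares 63.4% of its 125-base stretches with Gm9774.

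The rows of the heat maps follow the log2 fold changes computed here. Across genes, which are not independent replicates, Spearman's rho between row position and log2 fold change was -0.994 for the proteasome genes in the WT cells at 24 h and -0.998 for the UPR-related genes in the WT cells at 6 h. The paper does not say how the genes were chosen. If they were chosen on these data, counts of higher genes in those comparisons are not a test of the lists. If the choice also drew on how the lines differ in these libraries, the same holds for the interactions of the heat-map lists. Their counts of genes, fry p-values and percentiles among matched lists would then not be independent evidence. The data cannot decide this, since the order of the rows bears on the WT response alone.

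The gene with the table symbol Nrf1, nuclear respiratory factor 1, did not differ between the lines in DMSO past the threshold (log2 difference 0.0501, adjusted p = 0.4 from edgeR's quasi-likelihood test). Under CFZ it was higher in Nrf1 KO cells, by 0.27 at 6 h (adjusted p = 5.8e-05) and 0.584 at 24 h (adjusted p = 1.5e-09). Its interaction was 0.22 at 6 h (adjusted p = 0.015; from 0.00563 to 0.0799 over its 19 alternatives) and 0.534 at 24 h (adjusted p = 1.1e-06). This gene was chosen after its values were seen.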
